# Microscopic and Transcriptomic Comparison of Powdery Mildew Resistance in the Progenies of *Brassica carinata* × *B. napus*

**DOI:** 10.3390/ijms23179961

**Published:** 2022-09-01

**Authors:** Mingzheng Zhang, Qiong Gong, Xing Su, Yaohua Cheng, Haoxue Wu, Zhen Huang, Aixia Xu, Jungang Dong, Chengyu Yu

**Keywords:** rapeseed, cuticular wax, callose, Mildew Locus O, transcriptome, pre-penetration defense

## Abstract

Powdery mildew is a widespread disease in rapeseed due to a lack of resistant germplasm. We compared the foliar epidermal features and transcriptomic responses between the resistant (R) and susceptible (S) plants among the two parents and progenies of *Brassica carinata* × *B. napus*. The amount of cuticular wax and callose deposition on the R plants was much lower than that on the S plants; hence, these chemicals are not all essential to pre-penetration resistance, although the cuticular wax on the R plants had more needle-like crystals. A total of 1049 genes involved in various defense responses were expressed differentially among the R/S plants. The expression levels of two well-known susceptibility genes, *MLO6* and *MLO12*, were much lower in the R plant, indicating an important role in PM resistance. A set of genes related to wax biosynthesis (*KCS6*, *LACS2*, *CER* and *MAH1*), cell wall modification (*PMR5*, *PMEI9*, *RWA2*, *PDCB1* and *C/VIF2*), chloroplast function (*Chlorophyllase-1*, *OEP161*, *PSBO1*, *CP29B* and *CSP41b*), receptor kinase activity (*ERECTA*, *BAK1*, *BAM2*, *LYM1*, *LYM3*, *RLK902*, *RLP11*, *ERL1* and *ERL2*), *IPCS2*, *GF14 lambda*, *RPS4* and *RPS6* were highly expressed in the R plants. In the S plants, most highly expressed genes were involved in later defense responses, including *CERK1*, *LYK4*, *LIK1*, *NIMIN-1*, *CHITINASE 10*, *PECTINESTERASE*, *CYP81F2* and *RBOHF* and the genes involved in salicylic acid-dependent systemic acquired resistance and hypersensitive responses, indicating the occurrence of severe fungal infection. The results indicate that some uncertain pre-penetration defenses are pivotal for high resistance, while post-penetration defenses are more important for the S plant survival.

## 1. Introduction

Powdery mildew (PM) fungi are biotrophic pathogens that grow superficially on living host plants, coating the leaves, stems and fruits with spores and mycelia [1,2]. Cruciferous plant-specific PM disease caused by the pathogen *Erysiphe cruciferarum* is expanding year by year in various Brassica plants, especially rapeseed (*Brassica napus* L.), which is the second-largest oilseed crop in the world as well as a vegetable plant in East Asia. PM is the fourth most important disease causing heavy losses to rapeseed and is widely distributed over more than 25 countries around the world [1,2]. Growing disease-resistant varieties is an environmentally friendly and cost-effective strategy to control PM disease. However, there is no germplasm showing satisfactory PM resistance in rapeseed [2]; hence, resistance genes are desired by rapeseed breeders.

Plants have developed a well-orchestrated defense system against fungal attack. For example, cuticular wax acts as an important physical barrier to prevent fungi from entering the host cell [3], especially to PM, which grows superficially on plants [1,2]. Moreover, the host will show a series of immune responses including the accumulation of reactive oxygen species (ROS), H_2_O_2_, callose (β-1,3 glucan), pectin, cellulose and cuticular wax; the formation of papilla; the overexpression of resistance (R) genes and pathogenesis-related proteins; the phosphorylation of various kinases; the triggering of hypersensitive responses (HR); and the induction of systemic acquired resistance (SAR) [1]. The innate immune responses are controlled by pattern-triggered immunity (PTI) and effector-triggered immunity (ETI) [4]. Firstly, pattern recognition receptors (PRRs) on the cell surface of the host plant recognize pathogen-related molecular patterns (PAMPs) such as chitin and xylanase. For example, Arabidopsis LysM, containing receptor kinases (LYKs) including CERK1/LYK1, LYK4 and LYK5, is involved in the perception of chitin in the fungal cell wall [5,6]. Then, PRR activation triggers calcium-dependent protein kinase, a burst of ROS and phosphorylation of mitogen-activated protein kinase (MAPKs). The later plant responses include the expression of defense-related genes, biosynthesis of plant antibiotics and formation of papillae in the cell wall. The papilla is constructed by the callose layer, arabinoxylan and cellulose [7]. Overexpression of callose synthase-encoding genes *CalS12/PMR4* (*Powdery Mildew Resistant 4*) can enhance Arabidopsis resistance to PM [8,9]. Plant nucleotide-binding leucine-rich repeat receptors represent the majority of R proteins and they can recognize the effectors secreted by pathogens and then trigger ETI. ETI is often accompanied by HR, including oxidative burst, cell wall lignification and the induction of cell death (necrosis) in infected cells. Recent studies revealed some similar patterns of downstream responses and the interaction between the ETI and PTI systems [10].

The plant resistance to PM can be mediated by either R genes or the loss of function of susceptibility (S) genes, which are considered negative regulators of resistance, such as *Mildew Resistance Locus* (*MLO*) and *Enhanced Disease Resistance 1* (*EDR1*) [11,12,13]. On a barley *mlo* mutant, *Blumeria graminis* f. sp. *hordei* spores failed to penetrate host cells and did not form haustoria and secondary hyphae [11]. The features of pre-penetration resistance of the *mlo* mutant include the cell wall appositions, the formation of callose-rich papillae and mesophyll cell necrosis at penetration sites [11]. *PMR*s (*PM Resistance*) and *RPW8* (*Resistance to PM protein 8*) are important R genes in Arabidopsis. *PMR5* and *PMR6* encode putative pectin acetyltransferase and pectate-lyase-like protein, respectively, and they play roles in the defense against fungal pathogens [14]. RPW8.2 protein was induced by PM and it could stimulate the accumulation of hydrogen peroxide and callose at the host–pathogen interface [15].

In our previous study [2], an Ethiopian mustard (*Brassica carinata*) line, ‘Whiteflower’(denoted as WF), showed complete immunity to PM, and the PM resistance gene was transferred into the *B. napus* background of an elite cultivar, ‘Zhongshuang11’ (ZS11), through distant hybridization, backcrossing and resistance selection in the derived BC_1_F_3_ population, but the molecular mechanism of resistance remains unknown. In the present study, the characteristics of PM resistance in these plant accessions were studied through cytological observation of the foliar epidermal structure, detection of the transcriptional levels of several S/R genes and transcriptomic comparison among the S/R plants, to provide a theoretical and experimental basis to study the mechanism of PM resistance in Brassica plants.

## 2. Results

### 2.1. E. cruciferarum Pathogenesis on the Plant Accessions

Compared to the modern rapeseed cultivar ‘ZS11’, Ethiopia mustard ‘WF’ and ‘BCWF’ (their F_1_ backcross to WF) had thinner leaves but a more compact foliar cell arrangement (Figure A1). The lower, older leaves of the susceptible plants were easily attacked by PM pathogen *E. cruciferarum*, but the undeveloped young leaves of all the tested plant accessions were never infected. The PM infection had obvious differences on the fully expanded leaves of different plant accessions after the inoculation (Figure 1). The susceptible cultivar ‘ZS11’ (Figure 1a) and the weakly resistant plant in the BC_1_F_3_ population (Figure 1b) showed more hyphae than the moderately resistant plant in the BC_1_F_3_ population (Figure 1c) and the highly resistant ‘BCWF’ (Figure 1g). Several weeks later, PM infection led to many necrotic lesions on the older leaves of these plants (Figure 1d–f,j). Hypha was seldom found on the leaves of ‘WF’ (Figure 1h) and only a few PM spores could form brown dots near the veins of the older leaf, especially on the abaxial epidermis (Figure 1k). It is believed that an existing aperture, such as a stoma or an injury on the host tissues, is able to be attacked by fungi [16], but we found that artificial injury by sandpaper friction did not help *E. cruciferarum* spores penetrate more easily into the epidermal cells of the ‘WF’ (Figure 1i). Exceptionally, the vulnerable plants in ‘WF’ due to root damage showed a mild PM infection (Figure 1l), indicating a possible association of water/mineral element deficits or photosynthesis inhibition with PM infection.

The *E. cruciferarum* spore has particular mechanisms for the attachment, identification and invasion of the host plant. When the spore alighted on the leaf, the early events of PM pathogenesis involved swelling and differentiating into a multi-lobed appressorium of the tip of the hyphal germ tube (Figure 2). On the susceptible plant, the events of appressorium formation and cell penetration could be found on the stomatal cells, pavement cells and furrows between adjacent cells (Figure 2a–c). Then, host cell penetration and the formation of haustorium enable the spore to absorb nutrients from the host plant. The second event in PM pathogenesis, the germination of secondary hyphae (Figure 2d), is a reliable indicator of successful cell penetration and haustorium differentiation, as a previous study suggested [17]. Compared to the ‘WF’ and ‘BCWF’, the susceptible ‘ZS11’ and the moderately resistant plants showed a very high fungal entry rate, with microscopically visible host cell penetration, the formation of secondary hyphae (Figure 2) as well as the establishment of PM colonies. Therefore, PM pathogenesis was not terminated early on the susceptible and moderately resistant accessions. On the highly resistant and immune plants, only very few spores could adhere to the abaxial surface due to drop into the furrows, but these spores died shortly without appressorium differentiation (Figure 2e–g). Occasionally, it was observed that on the abaxial epidermis of ‘WF’, some irregular nodules formed at the PM infection site (Figure 2h). To our knowledge, this unique morphological response to PM has not been reported in the previous literature. It would be interesting to dissect the wrinkled tissues, as well as cuticular wax, at the sites of spore attachment.

### 2.2. Difference in Foliar Cuticular Wax of the Plant Accessions

The outer surface of the leaf is mainly composed of hydrophobic cuticular wax, while the inner layers are hydrophilic in composition. Observed under a scanning electron microscope, the surface wax on the sampled leaf was covered by flake-like waxes, decorated by some irregular granules of wax crystals (Figure 3). The crystals were mostly needle-like in the resistant plants of ‘BCWF’ and ‘WF’, but tubular-like in the moderately resistant plants in ‘W7-6’ and flake-like in the susceptible plant ‘ZS11’ (Figure 3a–d). This observation is in line with the results presented in Figure 2. Therefore, we assumed that the tubular- or needle-like crystal shape may be associated with PM resistance. The total leaf wax content increased when the leaf became older and PM infection became more serious at 20 and 41 days post-inoculation (DPI) (Figure 3e). In the early and middle stages of PM infection, the wax content on the resistant, moderately resistant and susceptible plants was at a similar level, but, in the later stage, the diseased leaves of susceptible plants had wax content significantly higher than that of resistant leaves (Figure 3e). However, it seemed that the penetration resistance in ‘WF’ does not require extra cuticular wax, because with the exception of early senescence, destroying and washing off the wax using laundry detergent did not lead to PM infection (Figure 3f,g) throughout the life span of the treated leaves, suggesting the presence of some defense mechanisms against PM infection besides cuticular waxes.

### 2.3. Callose Deposition on the E. cruciferarum Penetration Site

Callose deposition on the leaves of the inoculated plant accessions was observed by Aniline Blue staining (Figure 4). Callose deposition was seldom observed on the leaves of ‘WF’ and highly resistant accessions (Figure 4a); it was predominantly found on the moderately resistant and susceptible plants (Figure 4c,d). As calculated using the Image J software, we obtained an average optical density of 0.43, 0.49 and 0.47 for callose deposition on the S plants at 1, 21 and 42 DPI, being higher than 0.37, 0.34 and 0.40 on the R plants (Figure 4e). Callose was deposited at the PM penetration site, and each spot represented at least the successful cell penetration of PM. The intensity of callose fluorescence at the early stage of PM infection partially reflected the hypha amount at the early stage, correlating with tissue necrosis at the later stage. Thus, on the moderately resistant and susceptible plants, both callose deposition at the early stage and the above-mentioned necrosis at the later stage are important responses to PM penetration. On the contrary, callose was deposited to a much lesser extent on the immune accession ‘WF’ and resistant plants (Figure 4a,b), indicating a lower penetration rate than in the susceptible plants. Since callose synthase CalS12/PMR4 can strengthen the cell structure under stress conditions, expression analysis of the coding genes several days after PM inoculation was performed via qPCR. The expression level of BnCalS12 in the resistant accessions was kept at a relatively constant level, but in the susceptible plants the expression showed a gradual increase with the aggravation of PM infection (Figure 4f).

### 2.4. Transcriptomic Comparison of the S/R Plants in the Segregated Population

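RNA from the upmost fully expanded leaves of R and S plants of the BC1F3 population derived from B. carinata and B. napus was sequenced in 6 libraries, 3 from R plants and 3 from S plants. The paper used 2 BC1F3 populations, mixed R and S plants into bulks to compare traits, and calls the 3 libraries per group biological replicates. Whether the libraries of a group came from separate plants or from 1 bulk, and from which population, is not given in the sources used here. The SDs and p-values take the libraries as independent, which this leaves open. The paper gives the time of sampling as 20 DPI (days post-inoculation), whereas the labels of the samples give 10 days after inoculation. According to the methods, the authors aligned the reads to the genome of B. napus cultivar 'Darmor-bzh' (v5) with HISAT2 and compared the groups with DESeq2. For each library the authors deposited a read count and an FPKM value, which scales the count by exon length and mapped fragments and is written as RPKM in the methods, for 10454 loci, the same loci in all 6 libraries. The rule for counting reads that fit several copies of a gene is not given in the sources used here, so near-identical A and C genome copies could share reads. The counts summed to 6910562, 6821827 and 6999141 in R replicates 1 to 3 and to 9161312, 10079622 and 9508547 in S replicates 1 to 3. These sums cover the listed loci and are not sequencing depth. The relative depth of the whole libraries was taken from the count divided by the FPKM of the same locus, a ratio that was within 1% of its median in at least 98.6% of the loci with 200 counts or more in both libraries compared. Relative to R replicate 1, it was 1.05 in R replicates 2 and 3, 1.06 in S replicate 1, 0.998 in S replicate 2 and 1.02 in S replicate 3. The listed loci were already selected for a difference between R and S plants: when DESeq2 was run with these depths, the smallest fall was -0.93 and the smallest rise 1.09 on the log2 scale. A test on them is therefore not independent evidence that they differ. The counts were tested with edgeR's quasi-likelihood test after TMM normalization, and a locus was called at an absolute log2 fold change of at least 1 and an adjusted p below 0.01, the thresholds of the study. The p-values were adjusted over the listed loci alone, of which 10331 had an unadjusted p under 0.05 in this test. The adjustment is therefore mild near the threshold, and an adjusted p is not a false discovery rate over all genes. TMM takes most loci to be unchanged, which does not hold for this selection. In comparison with whole-library depth, a scaling chosen after seeing the data, it moved the median log2 fold change of the loci from -1.03 to -0.79. Log2 fold changes beside single genes come from the TMM fit and FPKM values are as deposited, so the former lie about that much higher than the ratio of the latter. The smallest exact p that 3 libraries against 3 allow for a single gene is 0.1, and 10% of unchanged genes would have groups that do not overlap. Identifiers such as BnaC09g33910D carry the chromosome, here C09. Of 373 listed identifiers found as gene symbols in the reference table of the Da-Ae assembly, 93.6% lay on the chromosome of that name, and no coordinates are given because that assembly is not the one used by the authors.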

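Of the 10454 listed loci, 8336 were called, 4774 higher and 3562 lower in the R plants, so 57.3% of the calls were higher in the R plants. With whole-library depth in place of TMM, the same test called 9151 loci, 4403 higher and 4748 lower, and the share of calls higher in the R plants was 48.1%. The count of calls moved most when the minimum fold change was built into the test, which left 3608, and when S replicate 3 was left out, which left 4000, with 47.9% of them higher in the R plants. Without R replicate 1 there were 5003 calls. In the calls whose R libraries all lay on one side of the S libraries, the 2 largest fitted rises were in BnaA02g11430D (LOX2 in Table 1) and Brassica_napus_newGene_2497. They had 2630 and 1789 counts over the 3 R libraries and none in the S libraries, at least 874-fold and at least 594-fold higher with whole-library depth against a limit of 3 counts over the S group (1040 and 707 with TMM). The 2 largest falls were in BnaA09g19740D, with 29268 counts over the S libraries and none in the R libraries, and in BnaC04g42010D, with 4719 and none. These were at least 8226-fold and at least 1326-fold lower with TMM against 3 counts over the R group (9789 and 1578 with whole-library depth). These limits cover counting error only. The ranking of loci without counts in one group depends on the prior count of the fit.

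**Figure D1:**
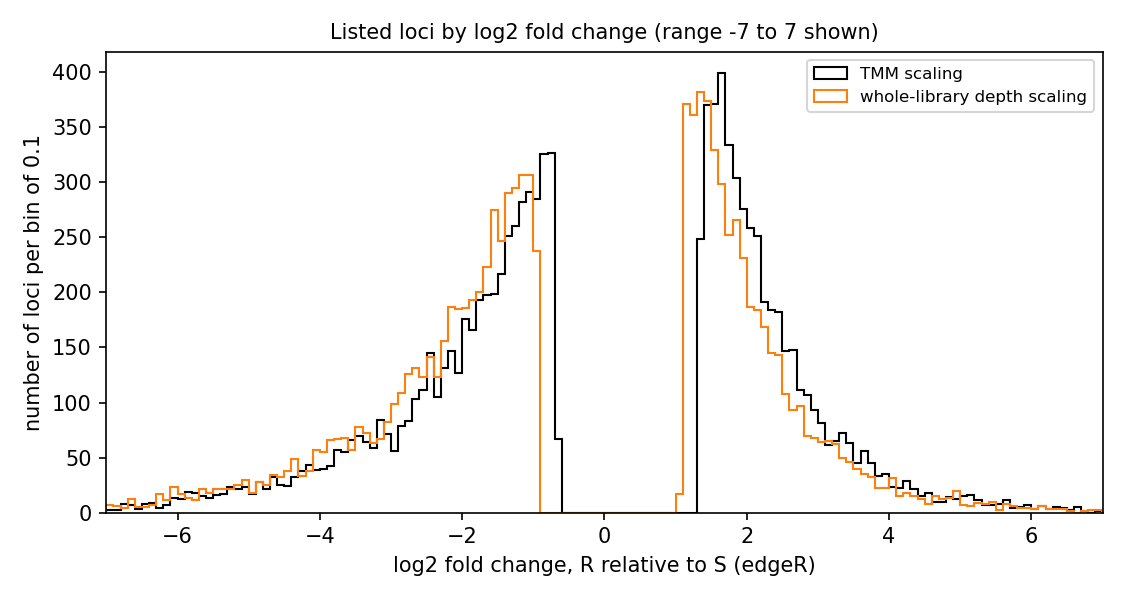
Number of listed loci per bin of 0.1 (y axis) against the log2 fold change of R relative to S plants (x axis), with TMM scaling in black and whole-library depth scaling in orange. With TMM the smallest fall is -0.67 and the smallest rise 1.32, and 164 loci beyond -7 or 7 under either scaling are not shown.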

A total of 10,587 differentially expressed genes (DEGs) with Log_2_(foldchange) ≥ 1 and FDR < 0.01 were identified in the transcriptomic comparison of the R to S plants (NCBI accession GSE188377), of which 1049 DEGs are involved in disease resistance and defense responses, including 270 up-regulated and 779 down-regulated. The DEGs among the R/S groups were enriched in three main GO categories (Figure A2): biological processes (the top five GOs were response to chitin, targeting to membrane, regulation of hypersensitivity, response to fungus and SAR), molecular function (the three leading GOs were the activity of ATP-binding, kinases and electron carriers) and cellular component (the three leading GOs were chloroplasts, extracellular region and plasmodesma).

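Among genes of the cuticular wax pathway with identifiers in Table 1 and Fig. 6c, the LOX2 locus BnaA07g38540D had 5.15 ± 3.70 FPKM in the R plants and 0.122 ± 0.105 in the S plants (SD, n = 3 each; log2 fold change 5.52, standard error 0.96, adjusted p = 0.00144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other LOX2 locus, BnaA02g11430D, had 9.27 ± 3.32 FPKM (SD, n = 3) in the R plants and no count in the S plants. All 3 KCS6 loci were higher in the R plants, with log2 fold changes of 2.58 in BnaA09g28510D, 1.74 in BnaC06g25830D and 1.60 in BnaA07g24600D and adjusted p-values from edgeR of at most 0.00769. CER1 (BnaCnng09200D) had 152 ± 36.5 FPKM against 33.4 ± 24.3 (log2 fold change 2.39, standard error 0.61, adjusted p = 0.0059 from edgeR). MAH1 (BnaC09g51620D) had 33.4 ± 14.7 FPKM against 5.00 ± 3.84, and LACS2 (BnaC05g51350D) 10.7 ± 5.61 against 1.77 ± 0.294, with log2 fold changes of 2.93 and 2.85. For the chloroplast, OEE1 (BnaC07g46350D in Table 1) had 856, 250 and 876 counts in the R libraries and 0, 2 and 0 in the S libraries, a ratio of 988 with whole-library depth (95% counting interval 273 to 8161) and of 1175 with TMM (325 to 9712). Without S replicate 2 the S group had no count of OEE1, and the fitted log2 fold change, which then depends on the prior count, was 12.44. For the cell wall, PMR5 (BnaC09g33910D) rose from 0.691 ± 0.279 FPKM in the S plants to 2.22 ± 0.489 in the R plants, CalS3 (BnaA02g01360D) from 0.640 ± 0.137 to 3.95 ± 0.848 and RWA2-like (BnaA05g30820D) from 1.81 ± 1.07 to 13.6 ± 3.67 (SD, n = 3 each). Their log2 fold changes were 1.92, 2.85 and 3.11, with adjusted p-values of 0.00272, 0.000451 and 0.00133 from edgeR. All loci above had been selected for a difference. In each of them every R library lay above every S library, as chance gives for 10% of unchanged loci in either direction. CER1, MAH1, PMR5 and the KCS6 loci kept this direction but lost the call without S replicate 3 (adjusted p from 0.0136 to 0.0315) and without R replicate 1 (0.0101 to 0.0306); PMR5 and the KCS6 loci also lost it without S replicate 2 (0.0103 to 0.0229). The size of some changes depended on single S libraries. Without S replicate 1 the log2 fold changes of CER1, MAH1 and BnaA09g28510D were 3.13, 3.75 and 3.28, and without S replicate 3 that of BnaA07g38540D was 6.41. BnaC06g25830D also lost the call without R replicate 2 (0.0113) and BnaA07g24600D without R replicate 3 (0.0112). With whole-library depth, these 2 KCS6 loci had log2 fold changes of 1.51 and 1.38 and an adjusted p of 0.0106 each. With the minimum fold change inside the test, which asks whether a change exceeds 1 on the log2 scale, CER1, MAH1, PMR5 and the KCS6 loci were not called either (adjusted p from 0.0117 to 0.048).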

The highly expressed genes in the R plants (Dataset A1) mainly encode the proteins related to (1) the pathway of biosynthesis of the cuticular wax, such as LIPOXYGENASE 2 (LOX2), Β-KETOACYL-COA SYNTHASE KCS6/CER6, CER1(ECERIFERUM 1), LACS2, MAH1 (MID-CHAIN ALKANE HYDROXYLASE 1), GERMIN-LIKE PROTEIN GLP1 and GLP3; (2) the pathway of chloroplast structure and function, including CHLOROPHYLLASE-1/CLH1, OUTER ENVELOPE PORE PROTEIN 16-1/OEP161, OXYGEN-EVOLVING ENHANCER PROTEIN 1-1 PSBO1, CHLOROPLASTIC RNA-BINDING PROTEIN CP29B and CHLOROPLAST RNA BINDING PROTEIN CSP41B; and (3) the pathway of the construction and modification of the cell wall, including PMR5, CalS3, POLYGALACTURONASE INHIBITOR 1 (PGIP1), PECTIN METHYLESTERASE INHIBITOR 9 (PMEI9), REDUCED WALL ACETYLATION 2 (RWA2), PLASMODESMATA CALLOSE-BINDING PROTEIN 1 (PDCB1) and CELL WALL/VACUOLAR INHIBITOR OF FRUCTOSIDASE 2 (C/VIF2). Several genes encoding kinases such as RLK902, RKL1, ERECTA, BAK1, BAM2, LYM1 and LYM3, RLP11, ERL1 and ERL2, which recognize pathogens and trigger PTI immunity, were also expressed highly in the R plants. The genes encoding RPW8, 14-3-3-like protein GF14 Lambda (a positive regulator of RPW8-mediated PM resistance), RPS4 (resistant to P. syringae 4) and three copies of RPS6 homologs (BnaC04g31910D, BnaC02g32380D and BnaA06g35960D) were highly expressed in the R plants.

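GF14 lambda (BnaC03g04330D in Fig. 6c) had 10.1 ± 2.95 FPKM in the R plants and 1.06 ± 0.964 in the S plants (SD, n = 3 each), a log2 fold change of 3.50 (standard error 0.66, adjusted p = 0.00186 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of 4.32 without S replicate 2. The RPS6 locus BnaC04g31910D had 1.47 ± 0.398 FPKM in the R plants against 0.421 ± 0.110 in the S plants, and BnaC02g32380D had 175, 187 and 96 counts in the R libraries against 72, 61 and 52 in the S libraries. Their log2 fold changes were 2.06 and 1.57 (standard errors 0.43 and 0.39), with adjusted p-values from edgeR of 0.00256 and 0.00531. Both rest on few reads, with 14, 22 and 20 counts in the S libraries for the first. Without S replicate 3 their adjusted p-values rose to 0.0116 and 0.024, with the minimum fold change inside the test to 0.0135 and 0.0436, and that of BnaC02g32380D also passed 0.01 without R replicate 1 (0.0209), R replicate 2 (0.0113) or S replicate 2 (0.0159). The third copy, BnaA06g35960D, was not analysed here.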

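CYP81F2-like (BnaC02g11750D in Table 1) had 126, 405 and 168 counts in the S libraries and none in the R libraries, which puts it at least 197-fold lower in the R plants with TMM against a limit of 3 counts over the R group (adjusted p = 0.00058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fitted log2 fold change of CYP81F2-like, which depends on the prior count, was -10.72. With a library left out it lay between -11.03 (without S replicate 1) and -10.08 (without S replicate 2). LOX1 (BnaCnng70330D in Fig. 6c) had 5.25 ± 0.505 FPKM in the S plants and 2.46 ± 0.961 in the R plants (SD, n = 3 each). Every S library lay above every R library, and the log2 fold change of R relative to S was -0.85 (standard error 0.33, adjusted p = 0.0342 from edgeR), outside the thresholds for a call. With whole-library depth it was -1.09 and the adjusted p 0.0134. DESeq2 with whole-library depth, chosen after seeing the data, called it, with an adjusted p of 0.00581, whereas over the other alternatives the adjusted p was between 0.0134 and 0.42.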

Meanwhile, another set of genes encoding CERK1 (Chitin Elicitor Receptor Kinase 1)/LYK1, LYK4, LysM RLK1-Interacting Kinase 1 (LIK1), NIMIN-1 (Nim1-Interacting 1), CHITINASE 10, PECTINESTERASE, ACCELERATED CELL DEATH 11 (ACD11), AUTOPHAGY-RELATED PROTEIN 8a, CYP81f2, 9s-LIPOXYGENASE (LOX1), Lipid transfer protein EARLI 1 (related to cutin biosynthesis) and RBOHF (generates ROS and regulates HR) were highly expressed in the S plants. 

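The 4 ICS1 loci of Fig. 6c were lower in the R plants, with log2 fold changes of -4.05 in Brassica_napus_newGene_13440, -3.46 in BnaC06g22820D, -2.58 in BnaC06g35540D and -2.41 in BnaCnng08300D and adjusted p-values of at most 0.00212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The most abundant of them, BnaC06g22820D, had 7.61 ± 2.57 FPKM in the R plants and 102 ± 42.3 in the S plants (SD, n = 3 each). Of the NUDT7 loci, BnaC03g22580D had 5.74 ± 1.14 FPKM against 40.1 ± 6.22 and BnaC08g47770D 1.85 ± 0.418 against 8.37 ± 0.675, with log2 fold changes of -2.56 and -1.91. The ICS1 and NUDT7 loci were called with each library left out in turn, although the log2 fold change of Brassica_napus_newGene_13440, with 4, 4 and 19 counts in the R libraries, was -5.21 without R replicate 3 and -3.27 without S replicate 2. EDR4 had a locus in each direction. BnaC06g15920D had a log2 fold change of -2.30 (standard error 0.29, adjusted p = 0.00058 from edgeR), and BnaCnng01890D of 1.91 (standard error 0.44, adjusted p = 0.00402 from edgeR), the latter not called without S replicate 1 (0.0143) or S replicate 3 (0.0166). All 6 WRKY70 loci of Fig. 6c were lower in every R library than in any S library, which chance gives in either direction for 10% of unchanged loci. They had been selected for a difference between the groups. Called were BnaA04g02560D, BnaCnng52600D and BnaC06g15910D, with log2 fold changes of -2.62, -2.13 and -2.02. BnaC08g27340D (-1.33, adjusted p = 0.0334 from edgeR), BnaA07g16850D (-1.27, 0.0118) and BnaA09g35840D (-0.96, 0.0426) were not. With whole-library depth BnaA07g16850D was also called (-1.49, adjusted p 0.00527), as it was without S replicate 2 (0.00642). BnaCnng52600D and BnaA04g02560D were not called without R replicate 1 or any one of the S libraries (adjusted p from 0.0117 to 0.0247), nor with library size alone in place of TMM (0.0122 and 0.0109). Without R replicate 3 the log2 fold change of BnaA04g02560D was -3.57. With the minimum fold change inside the test, the 3 called WRKY70 loci (0.0114 to 0.0266), BnaCnng01890D (0.0222) and BnaC08g47770D (0.0115) were not called.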

Several genes encoding the most important proteins in the establishment of salicylic acid (SA)-dependent systemic acquired resistance (SAR), such as fatty acid dioxygenase DOX1, ICS1 (Isochorismate synthase 1/Enhanced disease susceptibility 16), NUDT7, SARD1 (SAR DEFICIENT 1), EDR2 (Enhanced Disease Resistance 2, a negative regulator of SA-based defenses and cell death during PM infections), EDR2-like, EDR4 (a negative role in SA-mediated resistance to PM), PDLP5 (negative regulator of plasmodesmata permeability) and WRKY70 (positively regulates the SA-mediated signal) were activated in the S plants. A set of genes encoding TIR-NB-LRR receptor-like protein RML1B, RPP1 (RECOGNITION OF PERONOSPORA PARASITICA), RPP4, RPS5, RPS6, DSC1, DSC2, PR-1 (a marker of plant immune signaling), HR3 (homolog of RPW8 3), RLP23, bZIP22/TGA3, NPR3, NPR4, ligase GH3.12 (required for HR), detoxification protein EDS5, Defensin-like protein 2, Defensin-like protein 4, WRKY50, WRKY53 and important kinases (MEKK1, MKK1, MKK2, MKK4, MPK4, RLK6/CRK5, CRK45, APK1, BRl3, WAK1 and WAKL10) were the most activated genes in the S plants (Dataset A1).

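The PR-1 loci were the most abundant of the genes named here. BnaC03g45470D had 646 ± 387 FPKM in the R plants and 4453 ± 629 in the S plants, and BnaA03g38630D 365 ± 283 against 3863 ± 697 (SD, n = 3 each). Their log2 fold changes were -2.57 and -3.20 (standard errors 0.56 and 0.73), with adjusted p-values of 0.00312 and 0.00372 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both lost the call without R replicate 1 (0.0118 and 0.014) and without S replicate 3 (0.0111 and 0.0116), and with the minimum fold change inside the test (0.012 and 0.011). The GH3.12 loci BnaA03g04280D and BnaA02g01560D had log2 fold changes of -6.72 and -5.30, and RPS6-like (BnaC04g12970D in Table 1) of -4.31, with adjusted p-values of 0.000325, 0.000745 and 0.000539 from edgeR. Protein DETOXIFICATION 47 (Brassica_napus_newGene_3811 in Fig. 6c) fell by 3.38 on the log2 scale (adjusted p = 0.00104 from edgeR). These 4 loci were called with each library left out in turn. Without R replicate 2 the log2 fold change of DETOXIFICATION 47 was -4.11, and without R replicate 3 that of the PR-1 locus BnaA03g38630D was -3.85. RPP1 (BnaC06g11870D in Table 1) was higher in the R plants, with 68, 39 and 57 counts against 8, 0 and 0 in the S plants (log2 fold change 4.53, standard error 0.95, adjusted p = 0.00275 from edgeR, and 0.0107 without S replicate 3, the only library whose omission lost the call). Its S counts all came from S replicate 1, and the log2 fold change lay between 3.94 and 8.86 with a library left out, the latter without S replicate 1. The paper counts these genes among the most activated in the S plants and treats PR-1 as a marker of plant immune signaling.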

### 2.5. Protein Interaction Network Estimated by the Differentially Expressed Genes

The DEGs related to disease resistance and stress responses were matched through the STRING database to obtain the protein–protein interaction network (Figure 5). Some important proteins clustered in the network including (1) LOX1-LOX2-PAE1-HSP70-PRC3, (2) COI1-JAZ1-JAZ5-JAZ6-JAZ10-TIFY7-TIFY10B-EIN3, (3) WRKY51-WRKY50-WRKY70-WRKY54, (4) BAK1-MEKK1-BIR1-bZIP60-TET8-EXO70B2-XBAT34-MPK11-NUDT7, (5) ATPD-TROL-EMB3119-CRB-PSBO1-PSBO2-GOX2-SBPASE-PRK and (6) RPS2-EMB2270-ATARCA-SAC52-EMB2386-PGY2-RPL27AB-RPL21A-RPL18AA-At1g52300. 

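Fig. 6a names 15 loci related to S/R to PM. In each of them the R and S libraries did not overlap, and 5 were higher and 10 lower in the R plants. Chance gives no overlap in 10% of unchanged loci, but these loci had been selected for a difference on the same libraries. Their lack of overlap is therefore no independent evidence. All 4 MLO6 loci were lower in the R plants, with log2 fold changes of -4.67 in BnaC08g14830D, -3.40 in BnaA03g60240D, -2.63 in BnaA01g22680D and -1.80 in BnaC01g29530D. The 3 MLO12 loci were lower as well, BnaA04g22400D with 0.0682 ± 0.0747 FPKM in the R plants against 7.15 ± 0.810 in the S plants (SD, n = 3 each; log2 fold change -6.43, standard error 0.76, adjusted p = 0.000486 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Brassica_napus_newGene_11446 had 1.46 ± 1.03 FPKM against 57.5 ± 31.8, and Brassica_napus_newGene_5823 0.855 ± 0.950 against 35.8 ± 23.9. Of the R libraries, R replicate 3 had the most counts for each of the 3 MLO12 loci, and BnaA04g22400D had 4, 0 and 11 counts. Without R replicate 3 the log2 fold changes were -7.66, -5.75 and -6.44. That of BnaA04g22400D was -5.82 without R replicate 2, and that of Brassica_napus_newGene_5823 was -4.39 without S replicate 2. The MLO2 loci went in both directions. BnaC05g08620D had 12.1 ± 0.0755 FPKM in the R plants and 3.15 ± 0.573 in the S plants (log2 fold change 2.19, standard error 0.28, adjusted p = 0.00058 from edgeR). Brassica_napus_newGene_10474 had 19.2 ± 4.74 against 57.6 ± 10.2 (log2 fold change -1.35, standard error 0.33, adjusted p = 0.0046 from edgeR). BnaA08g25340D had 24.9 ± 8.37 against 67.1 ± 18.5 and was not called (log2 fold change -1.21, standard error 0.39, adjusted p = 0.0157 from edgeR), whereas with whole-library depth it was (-1.43, adjusted p 0.00697, with 0.151 the highest over the alternatives). CalS1 (BnaC05g03680D) had 3.23 ± 0.308 FPKM in the R plants and 13.1 ± 3.44 in the S plants, a log2 fold change of -1.75. The OCP3 loci BnaC09g45370D and BnaA10g21190D were higher in the R plants, by 1.68 and 1.62 on the log2 scale. Beside PMR5, another 5 loci lost the call under some alternatives. BnaC01g29530D was not called with library size alone (0.0149), with DESeq2 (0.0107), or without R replicate 1, R replicate 3, S replicate 2 or S replicate 3 (0.0204 to 0.0354). BnaA01g22680D was not called without R replicate 1, S replicate 2 or S replicate 3 (0.0104 to 0.0149), and its log2 fold change was -3.52 without R replicate 2. Brassica_napus_newGene_10474 was not called with library size alone (0.0126) or without R replicate 1, R replicate 2, S replicate 1 or S replicate 3 (0.0108 to 0.018). Both OCP3 loci lost the call without R replicate 1 (0.0132 and 0.0167) or S replicate 3 (0.0179 and 0.0209), and BnaA10g21190D without R replicate 3 (0.0101). With the minimum fold change inside the test, these 5 loci and CalS1 were not called (0.0128 to 0.0696).

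**Figure D2:**
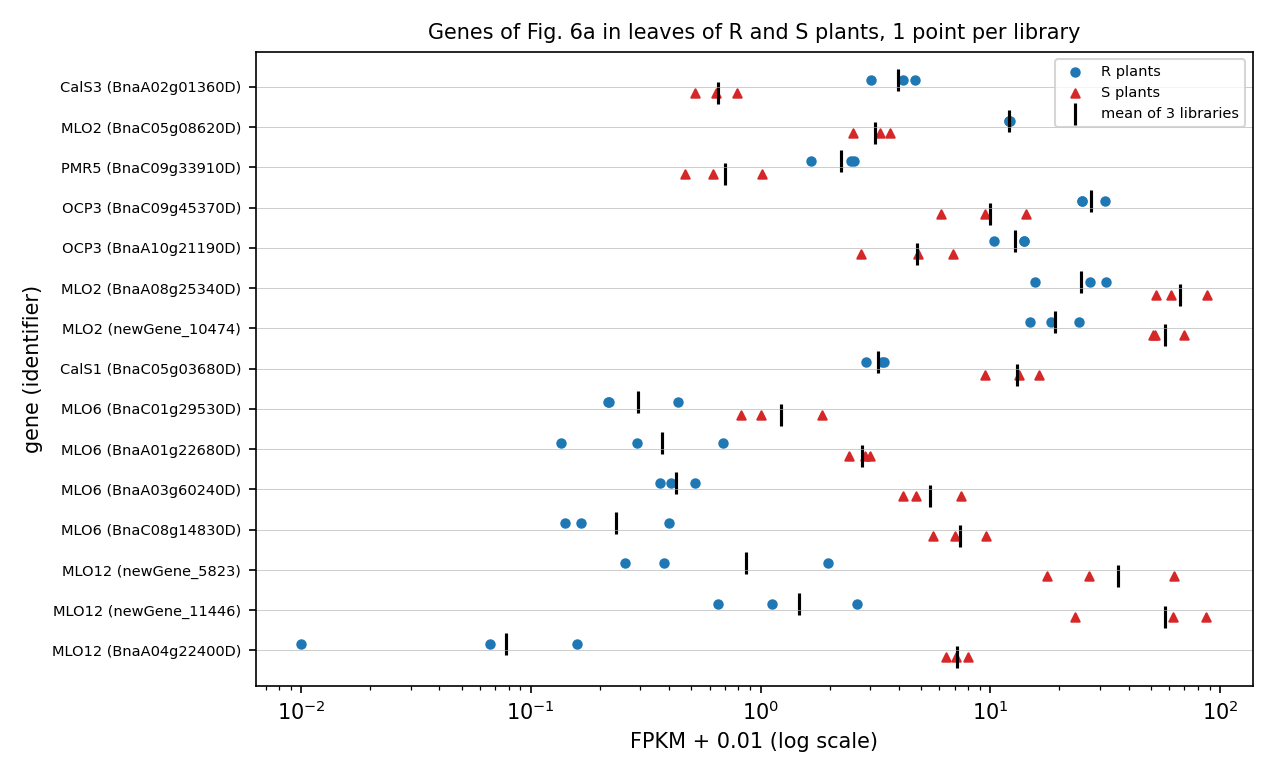
FPKM plus 0.01 on a log scale (x axis) of the 15 loci of Fig. 6a (y axis, ordered by log2 fold change), with 1 point per library, R plants as blue circles, S plants as red triangles and the mean of 3 libraries as a black bar. The MLO6 and MLO12 loci lie lower in every R library than in any S library, while the MLO2 locus BnaC05g08620D lies near 12.1 FPKM in each R library, above the S libraries.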

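Table 1 gives 20 DEGs by identifier, and in the leaf libraries of the R and S plants 19 of them were called, 13 higher and 6 lower in the R plants. With the p-values adjusted over the list alone the count was also 19, which is not independent evidence because the study chose the list on these samples. The remaining locus, superoxide dismutase [Cu-Zn] (BnaC08g42970D), had 69.9 ± 12.8 FPKM in the R plants and 141 ± 41.5 in the S plants (SD, n = 3 each; log2 fold change -0.77, standard error 0.38, adjusted p = 0.0727 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With whole-library depth its log2 fold change was -1.01 (adjusted p 0.0182), and DESeq2 with whole-library depth called it (0.00536), while the adjusted p was between 0.0145 and 0.475 over the other alternatives. Several loci were near absence in one group. MYB28-like (BnaA03g40190D) had 200 counts over the R libraries and 2 over the S libraries, a ratio of 99.7 with whole-library depth (95% counting interval 27.2 to 829) and of 119 with TMM (32.4 to 986). Peroxygenase 3 (BnaA05g10200D) had 171 and 3, a ratio of 56.8 with whole-library depth (19.1 to 278) and of 67.6 with TMM (22.7 to 331). SDR3a (BnaC03g72480D) had 2 counts over the R libraries and 872 over the S libraries, a ratio of 438 with whole-library depth (121 to 3618) and of 368 with TMM (102 to 3041). The S counts of MYB28-like and peroxygenase 3 all came from S replicate 1 and the R counts of SDR3a from R replicate 3. Without that library the group had no count, and the fitted log2 fold changes, which then depend on the prior count, were 9.15, 8.93 and -11.09. Among abundant loci, Cold-regulated 15b (BnaA03g56740D) had 138 ± 16.3 FPKM in the R plants against 7.39 ± 3.44 in the S plants (log2 fold change 4.43, standard error 0.47, adjusted p = 0.000396 from edgeR). MYB51 (BnaA09g44500D) had 1.08 ± 0.857 FPKM against 43.5 ± 17.1 (log2 fold change -5.05, standard error 0.62, adjusted p = 0.000538 from edgeR). LRR kinase At3g14840 (BnaA05g24690D), the MLP-like locus BnaA01g31910D, PII-2 (BnaA07g27410D), BEN1 (BnaC04g53100D) and glucan endo-1,3-beta-glucosidase 12 (BnaA03g11520D) were higher in the R plants, with log2 fold changes of 6.13, 5.36, 4.91, 4.80 and 3.19. The first 4 rest on few counts in the S plants: 6 in S replicate 3 alone for BnaA05g24690D, 3, 0 and 2 for BnaA01g31910D, 7, 0 and 6 for PII-2 and 10 in S replicate 1 alone for BEN1. With a library left out, the log2 fold change of BnaA05g24690D lay between 5.37 (without R replicate 2) and 10.11 (without S replicate 3), and that of BEN1 between 4.21 (without S replicate 2) and 9.44 (without S replicate 1). It was 4.78 for BnaA01g31910D without S replicate 2 and 5.99 without S replicate 1, 4.32 for PII-2 without S replicate 2, 2.46 for BnaA03g11520D without R replicate 2 and -5.90 for MYB51 without R replicate 3. Defensin-like protein 195 (BnaC04g52990D) fell by 5.75. Without S replicate 3, BEN1 was not called (adjusted p = 0.0103 from edgeR, the highest over the alternatives), and 16 loci of the table were. With the minimum fold change inside the test 17 were.

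**Figure D3:**
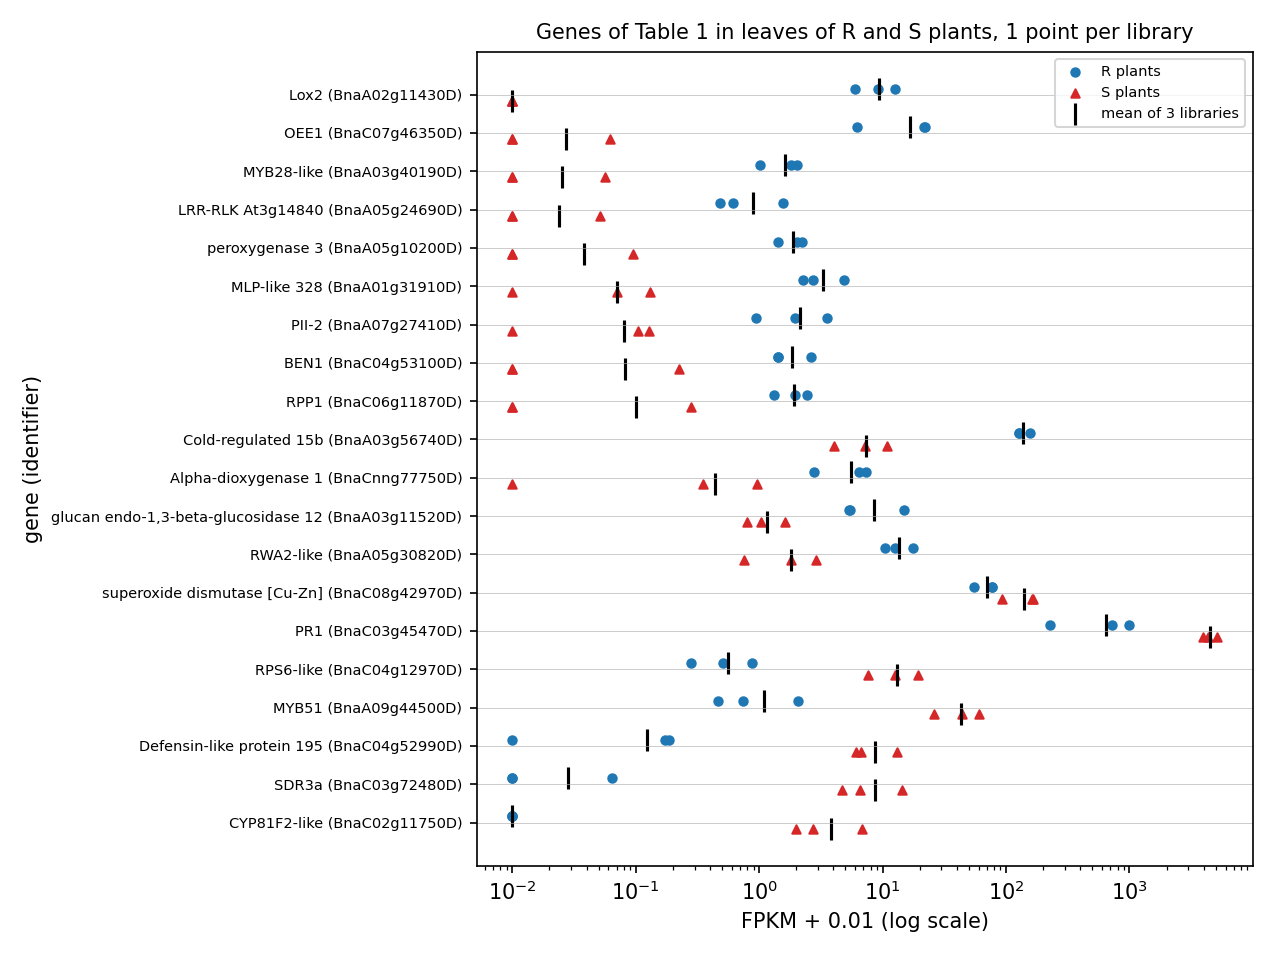
FPKM plus 0.01 on a log scale (x axis) of the 20 loci of Table 1 (y axis, ordered by log2 fold change), with 1 point per library, R plants as blue circles, S plants as red triangles and the mean of 3 libraries as a black bar. On this scale the R and S libraries do not overlap in any of the 20 loci. With TMM scaling they do not overlap in 19, the exception being superoxide dismutase (BnaC08g42970D). Chance gives no overlap in 10% of unchanged loci, but the study chose these 20 as DEGs on the same libraries. A library with no count lies at 0.01.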

A heatmap (Figure 6) showed obvious differences in the expression levels of five subsets of interesting DEGs encoding proteins related to (a) S/R to PM, (b) cell wall structure, (c) disease resistance, (d) transcription factors and (e) plant hormone signaling among the S/R plants.

### 2.6. The Expression Level of the Selected Genes Detected by qPCR

The expression levels of 20 DEGs of interest were further compared among the immune ‘WF’, susceptible ‘ZS11’ and highly resistant ‘BCWF’ after PM inoculation via qPCR (Figure 7). These genes represent some vital genes related to defense responses, such as PR-1, SOD, Lox2, OEE1, MYB28, MYB51, Peroxygenase 3, Alpha-dioxygenase 1, LRR kinase At3g14840, MLP-like protein 328, PII-2, Cold-regulated 15b, BEN1, RPP1, Glucan endo-1,3-beta-glucosidase 12, RWA2-like, CYP81F2, SDR3A, Defensin-like 195 and RPS6. The results showed that the expression levels of these genes in ‘WF’ and ‘ZS11’ were largely consistent with the trends in the transcriptomic comparison. Furthermore, the expression of BnMLO2, BnMLO6 and BnMLO12 after PM inoculation is shown in Figure 7. The overall expression level of BnMLO2 was higher than that of BnMLO6 and BnMLO12. The expression levels of BnMLO6 and BnMLO12 in the S plants were higher than those in the R plants in the early and late stages, possibly indicating their vital roles in PM resistance.

## 3. Discussion

Many PTI-related genes, encoding various protein kinases with particular domains, were expressed highly in the R plants, such as *LysM receptor-like kinase* (*LysM-RLK*), LRR receptor kinases *ERECTA, BAK1* and *BAM2* and lipid transfer protein kinases *ERL1* and *ERL2*. These receptor kinases regulate the metabolic activities of mesophyll cells and participate in the recognition of pathogen chitin and peptidoglycan [18,19]. In the S plants, the highly expressed genes encoding protein kinases were mainly receptor protein kinases, which can be assigned to three subsets. The first subset includes MPKs, MKKs and MEKKs. MEKK1, MKK1/MKK2, MKK4/MKK5 and MPK3/MPK6 construct a MAP kinase signaling cascade that modulates the expression of genes in defense by negatively regulating innate immunity [20]. The second subset includes RLK6, CRK45, CRK11 and APK1, which also respond to PAMPs and participate in the stress response and PCD mediated by hormones such as ethylene, SA and ABA. The rest are serine / threonine protein kinases, such as brassinolide receptor protein kinase BRL3 and RLK5, which is involved in ethylene and salicylic acid-dependent cell death.

Our transcriptome analysis shows that there are many ETI-related genes involved in the resistance to PM. These genes mainly include disease resistance-enhancing protein *EDR2* (involved in SA-mediated PM resistance), *EDR4, EDR2L*, RPW8-like protein *HR3*, *PMR5* (connecting pectin and other cell wall polysaccharides), 14-3-3-like *GF14 lambda* (a positive regulator of RPW8 [21]), *RPS4* [22], RPS5 and *RPS6*. The other interesting genes expressed highly in the S plants were TIR-NB-LRR receptor-like *RLM1, DSC1* and *DSC2*, pathogenesis-related *PR-1* (a marker of the plant immune signal of salicylic acid-mediated SAR), receptor *RIN4* (negative regulation in PTI), *ACD6*, *ACD11* (involved in R protein-mediated defense and programmed cell death) and *RPP* (a ULP1-NBS-LRR protein promoting cell death). Plasma membrane-localized multifunctional protein RIN4 plays an important role in both PTI and ETI [23]. Another important gene that is up-regulated is *bZIP22/TGA3*, which interacts with *NPR1, NPR3* and *NPR4* and plays a role in inducing SAR via regulating the expression of *PR-1* [24].

### 3.1. The Possible Contribution of Cuticular Wax and Callose to PM Resistance

The outer-most layer of the plant surface is a hydrophobic cuticle, consisting of cutin and cuticular waxes that protect them from various stresses. The composition of epidermal wax mainly includes ultra-long chain fatty acids, aldehydes, alkanes, secondary alcohols, ketones, primary alcohols, and wax esters [25]. Alkanes can form a smooth wax film without a crystal structure, primary alcohols often form lamellar structures, while most secondary alcohols or diketones form columnar or tubular crystal structures [26]. Our study showed that the leaf wax of PM-resistant plants formed many needle-like or tubular but less flake-like particles. Therefore, the resistant plants may produce more secondary alcohols or diketones, which are conducive to resistance to PM invasion. The elevated expression of several wax biosynthesis genes in the R plants, including *KCS6* coding for ketoyl-COA synthase, *CER* for super long-chain aldehyde decarboxylase and *MAH1* (alkane hydroxylase), may not increase the total wax content but modulate some particular wax components—for example, secondary alcohols and ketones via *MAH1* [27].

It is generally assumed that callose papillae reinforce the cell wall and physically block or hinder the invasion of pathogens [9]. Callose is produced when plants are stimulated by fungal penetration and the deprivation of papillae callose in a *cals12*/*pmr4* mutant enhanced the penetration of *Blumeria graminis* f. sp. *hordei* on Arabidopsis [8,9]. However, callose is not always linked to PM resistance and post-invasive resistance in *pmr4* mutants relies on hyper-induced SA responses [13]. We found that callose accumulation in the resistant rapeseed accessions was lower than in the moderately resistant and susceptible plants because the highly resistant plant can prevent cell penetration through other resistant mechanisms. Consistent with the callose fluorescence density, the *CalS12* expression levels in the mixed samples of the resistant individual plants were higher than those of the susceptible plants in the early and middle stages of inoculation.

### 3.2. Influence of the Composition and Architecture of Plant Cell Wall on PM Infection

A set of genes encoding proteins participating in the morphogenesis and integrity of the cell wall were expressed highly in the R plants—for example, *PMR5, PGIP1, PMEI9, RWA2, PDCB1* and *C/VIF2,* which encode the key proteins in cell wall defense. RWA2 is particularly important for pectin acetylation [28]. PMR5 is involved in the modification of pectin and cell wall polymers and some *pmr5* mutants are resistant to PM species [14]. We also found that the expression of *GDP-L-galactose phosphorylase 1/VTC2* was higher in the R plants but *Mannose-1-phosphate guanylyltransferase 1/CYT1* was higher in the S plants. The two proteins play essential roles in plant growth and the cell wall architecture via the biosynthesis of the antioxidant ascorbate [29]. Furthermore, *WAK1* and *WAKL10* encoding wall-associated receptor kinases were expressed highly in the S plants. The binding of WAK1 and WAKL10 with pectin may control cell expansion, morphogenesis and development [30].

### 3.3. HR and Systemic Acquired Resistance Are Important for the Establishment of Moderate Resistance in Rapeseed Plants

HR, the formation of necrotic lesions at the site of infection, was observed on the moderately resistant and susceptible plants, leading to SAR. SAR is preceded by the accumulation of SA and induction of a set of PR genes. A number of genes related to HR were activated by PM infection, such as *BAK1, PAD4* and *EDS1*. *BAK1* controls the expression of genes associated with innate immunity and controls PCD by negatively regulating the BR-independent cell-death pathway [31]. The Arabidopsis *EDS1* and *PAD4* encode lipase-like proteins that function in R gene-mediated and basal plant disease resistance [32]. PAD4 is required for PCD triggered by NBS-LRR resistance proteins (e.g., RPS4 and RPW8) and is necessary for the SA-dependent SAR response but, together with EDS1, it seems to repress the ethylene/jasmonic acid (ET/JA) defense pathway [33]. Growth factor gene *NUDT7* is a negative regulator of basal immunity via negative control of EDS1 signaling [34]. *NIM1* (Non-inducible Immunity 1)/NPR1 (Non-expresser of PR genes 1) is a key positive regulator of SAR and PR gene activity is regulated at the level of the redox-dependent nuclear localization of NPR1 [35]. We found that *Phosphatidylinositol:ceramide inositolphosphotransferase 2* (*IPCS2*), termed Enhancing RPW8-Mediated HR-Like Cell Death 1, which plays an important role in regulating defense-related plant programmed cell death (PCD) [36], was expressed highly in the R plants. Loss of function in *ACO4* or *EIN3* increased RPW8.1-mediated cell death and the overexpression of EIN3 significantly compromised cell death in Arabidopsis [37]. In our study, the expression of *ACO4* and *EIN3* homologs was elevated in the S plants. This may be a response to compromise cell death. In addition, the genes coding for dehydration response proteins, such as cysteine proteases RD19A, R19B, RD21A and RD21B, which play roles in plant immunity and act as elicitors to stimulate PCD [38], and Hypersensitive Response 2 (HSR2)/mitochondrial outer membrane protein VDAC3 were expressed highly in the S plants. Other highly expressed genes in the S plants were *PR-1* (a marker of SA-mediated SAR), *ACD6* (*Accelerated Cell Death 6*), *ACD11, ACA11* (negatively regulates PCD), *ATG8a* and *RPP* (promotes cell death).

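ACD6 (BnaC08g14230D in Fig. 6c), a locus added for this statement after its values were seen, had 0.0703 ± 0.0382 FPKM in the R plants and 26.1 ± 9.06 in the S plants (SD, n = 3 each). The log2 fold change of R relative to S was -8.02 (standard error 0.50, adjusted p = 0.000325 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -8.26 and -7.71 with each library left out in turn.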

ETI triggers the immune system to activate plant HR, which is often accompanied by the outbreak of ROS. Respiratory burst oxidase homolog protein F (RBOHF) generates ROS during incompatible interactions with pathogens and is important in the regulation of HR. It was found that in the R plants such genes as *DOX1* (producing lipid-derived molecules to regulate the protection against oxidative stress), *GLO3* (glycolate oxidase regulating ROS-mediated signal transduction) and *chloroplastic peroxiredoxin-2E* (*PRXIIE*) were highly expressed. 

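Alpha-dioxygenase 1 (BnaCnng77750D in Table 1) had 101, 45 and 119 counts in the R libraries and 16, 6 and 0 in the S libraries, that is 5.52 ± 2.41 FPKM against 0.429 ± 0.478 (SD, n = 3 each). The log2 fold change was 3.80 (standard error 0.87, adjusted p = 0.0038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a library left out it lay between 3.23 (without S replicate 3) and 5.03 (without S replicate 1), and the call was lost without R replicate 1 (0.0115), R replicate 3 (0.0103) or S replicate 2 (0.0179), and with the minimum fold change inside the test (0.0101).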

DOX1 is a pathogen-induced oxygenase that catalyzes the primary oxygenation of fatty acids into oxylipins, mediates protection against oxidative stress and promotes local and systemic plant defense in an SA-dependent manner, including the establishment of SAR in response to incompatible interactions [39]. In the S plants, *GH3.12*, encoding a 4-substituted benzoate-glutamate ligase, was required for the establishment of HR upon incompatible interaction and subsequent SAR. Moreover, *EDR4* and *EDR1* are also important genes for H_2_O_2_ accumulation, callose deposition and HR-like lesions at the infection site [40].

## 4. Materials and Methods

### 4.1. Plant Materials

The resistance gene donor of Ethiopian mustard strain ‘WF’, susceptible cultivar ‘ZS11’ of *B. napus*, their F_1_ hybrid backcrossed to ‘WF’ (BCWF, highly resistant) and two BC_1_F_3_ populations ‘W7-6’ and ‘W8-3’, which were derived from the progeny of the F_1_ backcrossed to ‘ZS11’ [2], were used in this study. R and S plants segregated from the BC_1_F_3_ populations were mixed as two bulks in the comparison of traits related to PM resistance. The plant accessions were grown in a greenhouse at a maximum/minimum temperature of 25 °C/15 °C under a photoperiod of 12 h/12 h. The seedlings at the five-leaf stage were well moisturized by a mist sprayer and spontaneously infected by placing diseased plants nearby to mimic the natural inoculation of *E. cruciferarum*. The diseased plants were grown in ten pods with unfixed positions and the *E. cruciferarum* spores produced on their leaves were placed near fans to ensure even dispersion throughout the whole greenhouse. Observed by naked eyes, the colonies of mycelia were expected to be visible on the fully expanded leaves at 10 to 15 DPI, and PM infection was expected to reach the peak at 20 to 30 DPI. The process was expected to last over two months before the first infected leaf’s senesce. Thus, the upmost fully expanded leaves at 1, 20 and 41 DPI were used in the following experiments. The process of PM pathogenesis and the criteria for the evaluation of the PM resistance levels were described in our previous study [2].

### 4.2. Microscopic Observation

The upmost fully expanded leaves in the plants with different levels of disease incidence were cut into pieces, and fixed in Carnoy’s solution I (glacial acetic acid:ethanol = 1:3). Tissue samples were then infiltrated by liquid paraffin and embedded in paraffin wax. The wax blocks containing leaf samples were cut into slices using a Leica ASP200S microtome (Leica Microsystems, Wetzlar, Germany). The obtained slices were stained with 0.5% safranin-O, followed by 0.1% fast green and observed under a light microscope. Different leaf segments collected from 5 plants for each plant accession were observed.

To observe the process of PM infection and cuticular wax on the leaf epidermis, the leaves in the same position of the plant accessions were sampled. They were air-dried at 40 ˚C, gold-coated and observed under a Hitachi S4800 scanning electron microscope (Hitachi High-Tech, Tokyo, Japan).

### 4.3. Assay of The Leaf Cuticular Wax

We utilized a gravimetric method to roughly quantify the leaf wax. For this purpose, the upmost fully expanded leaves at the different stages (1, 20 and 41 DPI) were collected and the surface dust and mycelia were wiped off. The leaves were cut into pieces of the same size and each piece was washed in 50 mL of chloroform for 30 s in a glass cup. Then, the leaf was taken out and chloroform was evaporated at 40 °C. The weight of wax, the residual in the cup, was estimated as the difference between the beginning and final weights of the cup.

### 4.4. Determination of Callose Content in Leaves

The upmost fully expanded leaf samples of S/R plants in the BC_1_F_3_ population at 1, 20 and 41 DPI were stained with a solution of 1% Aniline Blue and visualized under a fluorescence microscope. The average optical density of callose deposition was quantified in the software ImageJ (2 Mar 2020, v2.0.0, https://imagej.nih.gov/ij/).

### 4.5. Real-Time Quantitative PCR (qPCR)

The total RNA in the leaves of the S/R plants challenged by PM was extracted using an RNA Extraction Kit (TaKaRa, Shiga, Japan) and reverse-transcribed into cDNA using the FastKing RT Kit (Tiangen, Beijing, China). qPCR was performed on a QuantStudio 7 Real-Time PCR System (ThermoFisher Scientific, MA, USA) using SYBR Green dye. The PCR primers for rapeseed *CALS12*, *MLO2*, *MLO6*, *MLO12* and 20 other selected genes (Table 1) were designed by Primer-BLAST (5 May 2020, v4.1.0, https://www.ncbi.nlm.nih.gov/tools/primer-blast). Each gene was tested in three replicates and rapeseed *actin7* served as the internal reference gene for data normalization.

### 4.6. Transcriptomic Comparison between the Susceptible and Resistant Plants

The leaf samples were taken from the identified S/R seedlings in the BC_1_F_3_ population during the peak period (20 DPI) of PM infection. The upmost fully expanded leaves of susceptible and resistant plants were carefully collected after the removal of the surface dust and mycelium. Total RNA was extracted using Trizol reagent and subjected to quality control with the Agilent Bioanalyser 2100 (Agilent Technologies, Santa Clara, CA, USA). The cDNA libraries of the S/R plants, with three biological replicates, were prepared using a standard Illumina protocol and were sequenced on an Illumina Novaseq6000 platform (Illumina Inc., San Diego, CA, USA). All the processed sequences (deposited in NCBI’s Gene Expression Omnibus with the accession number GSE188377) were mapped onto the reference genome sequences of *B. napus* cultivar ‘Darmor-bzh’ (10 April 2020, v5, https://www.genoscope.cns.fr/brassicanapus) using the alignment software HISAT2 (3 January 2020, v2.2.0, https://cloud.biohpc.swmed.edu/index.php/s/hisat2-220-source). Through calculation and standardization of RPKM (reads per kilobase of exon model per million mapped reads), a comparison between two sample groups was performed using DEseq2 (3 January 2020, v1.36.0, https://bioconductor.org/packages/DESeq2/), using Log_2_(Fold change) ≥ 1 and False Discovery Rate < 0.01 as the criteria to identify DEGs. Gene Ontology (GO) and KEGG pathway enrichment analysis of the DEGs was implemented using the GOseq R packages (3 January 2020, v1.48.0, https://bioconductor.org/packages/goseq/) and KOBAS (8 May 2021, v3.0, http://kobas.cbi.pku.edu.cn/kobas3/) software. The DEGs were searched in the Arabidopsis genome in the STRING database (15 May 2021, http://string-db.org/) to obtain the predicted protein–protein interaction of these DEGs. The possible functions of the DEGs and corresponding proteins were identified in the UniProtKB database (15 May 2021, https://www.uniprot.org/).

## 5. Conclusions

The comparative transcriptome analysis in this study identified several important pathways and a set of pivotal genes involved in PM resistance, which are multi-layered at both the pre- and post-penetration stages. For the resistant plant accessions used in the present study, the expression of immune-related genes accompanying the early event of penetration resistance can strengthen disease defense. For the susceptible plants, however, the initial defense is insufficient, and the hyphae invasion led to the elevated expression of a wider range of genes in later defense responses. Therefore, the initial resistance to cell penetration may be of great significance for the overall disease resistance of rapeseed to PM. The findings shed new light on the phenotypic characterization and transcriptional regulation of brassica PM resistance.

## Figures and Tables

**Figure 1:**
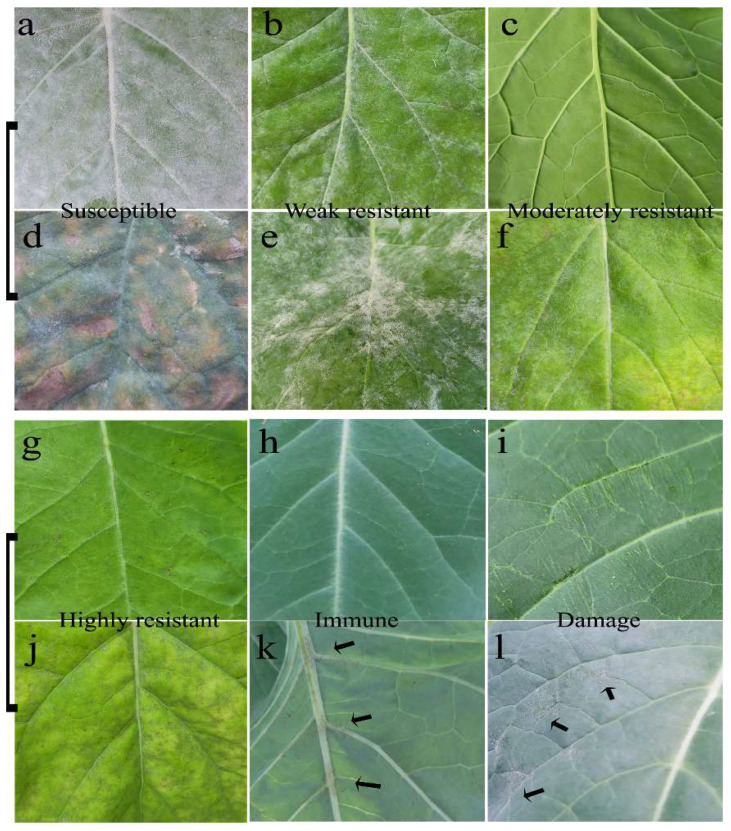
Phenotypic differences in the leaves of the different plant accessions after PM inoculation. More hyphae and mycelia were produced on the susceptible cultivar ‘ZS11’ (**a**) and the weakly resistant plant (**b**) than the moderately resistant plant in the BC_1_F_3_ population (**c**) and the highly resistant ‘BCWF’ (**g**). Necrotic lesions on the older leaves (**d**–**f**,**j**) of the above-mentioned plants. No hypha was found on the leaves of immune plant ‘WF’ (**h**), but we observed some brown dots on the older leaf of ‘WF’ (**k**, arrowheads). The spores could not penetrate the leaf of ‘WF’, where surface injury was caused by sandpaper friction (**i**), but mild infection (**l**, arrowheads) was observed on unhealthy plants with lateral root damage.

**Figure 2:**
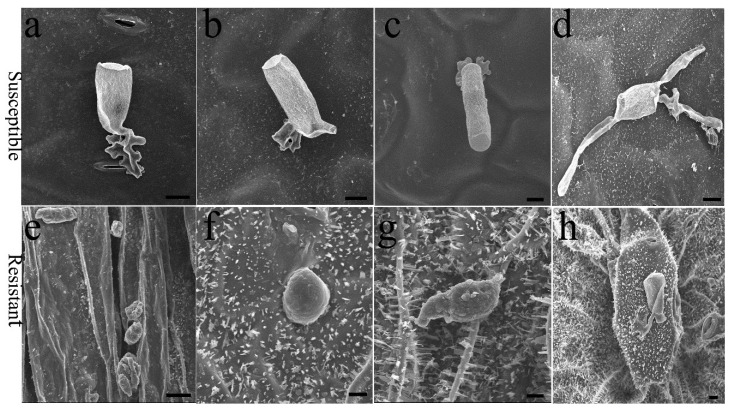
Scanning electron micrographs of *E. cruciferarum* developing on rapeseed leaves. Host cell penetration and formation of appressorium on the stomatal cell (**a**), pavement cell (**b**) or furrow between cells (**c**) of susceptible plant ‘ZS11’. Secondary hyphal growth after cell penetration (**d**). Dead spores on the foliar epidermis of the moderately resistant plant in the BC_1_F_3_ population (**e**), highly resistant ‘BCWF’ (**f**) and penetration-resistant ‘WF’ (**g**) after PM invasion. Scabs/nodules formed by the shrinkage and condensation of the tissue around the PM infection site (**h**). Scale bars represent 50 µm.

**Figure 3:**
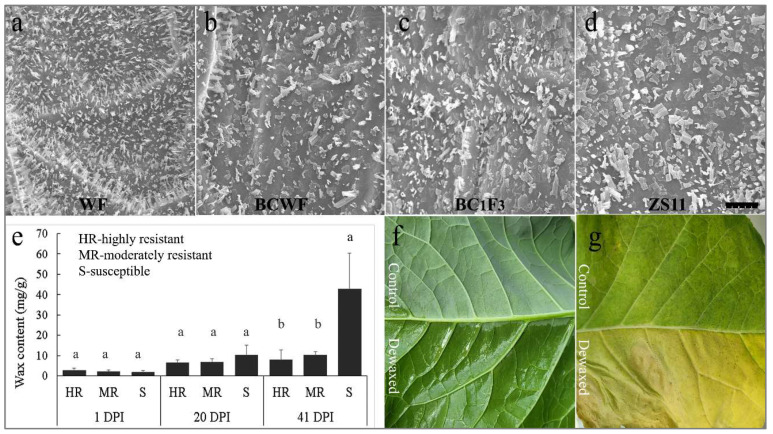
Comparison of the shape and content of the cuticular wax in different leaves and the effect of partially washing off the surface wax. The accessions in (**a**–**d**) are ‘WF’, ‘BCWF’, the moderately resistant plant in the BC_1_F_3_ population and ‘ZS11’, respectively. The cuticular wax of ‘BCWF’ and ‘WF’ is needle-like. The wax crystals of resistant plants in ‘WF and ‘BCWF’ are tubular-like or short and tubular, while that of ‘ZS11’ is mostly flake-like. The cuticular wax content in the leaves of plant accessions of different resistance levels (**e**). Different letters indicate significant differences (*p* < 0.05). Washing off surface wax from a half blade of ‘WF’ young leaf (**f**) leads to early senescence but not PM susceptibility (**g**).

**Figure 4:**
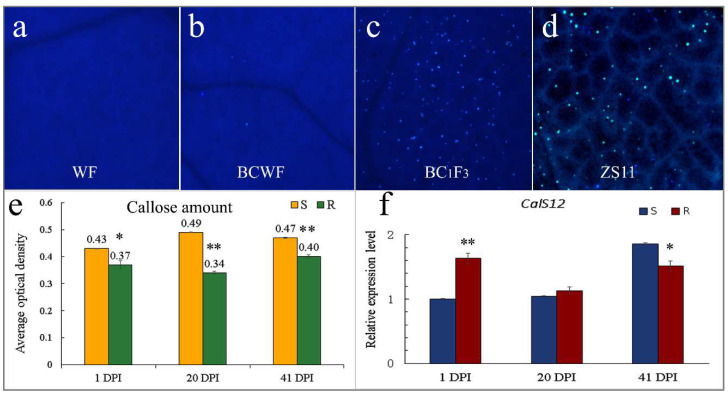
Infection-induced callose deposition and expression levels of two genes encoding callose synthases in the plants. Representative images for callose (particles stained with Aniline Blue) deposited on leaf surface of penetration-resistant ‘WF’ (**a**), highly resistant ‘BCWF’ (**b**), moderately resistant plant in the BC_1_F_3_ population (**c**) and the susceptible cultivar ‘ZS11’ (**d**) after inoculation with PM. (**e**) Callose deposition on the leaves of susceptible/resistant (S/R) plants in the BC_1_F_3_ population, quantified as fluorescence intensity per unit of the infiltrated leaf surface. Values represent means + SE of 10 different leaf samples. The expression levels of *CalS12* genes (**f**). Asterisks indicate statistically significant differences according to Student’s *t*-test (* and **, *p* < 0.5 and 0.01).

**Figure 5:**
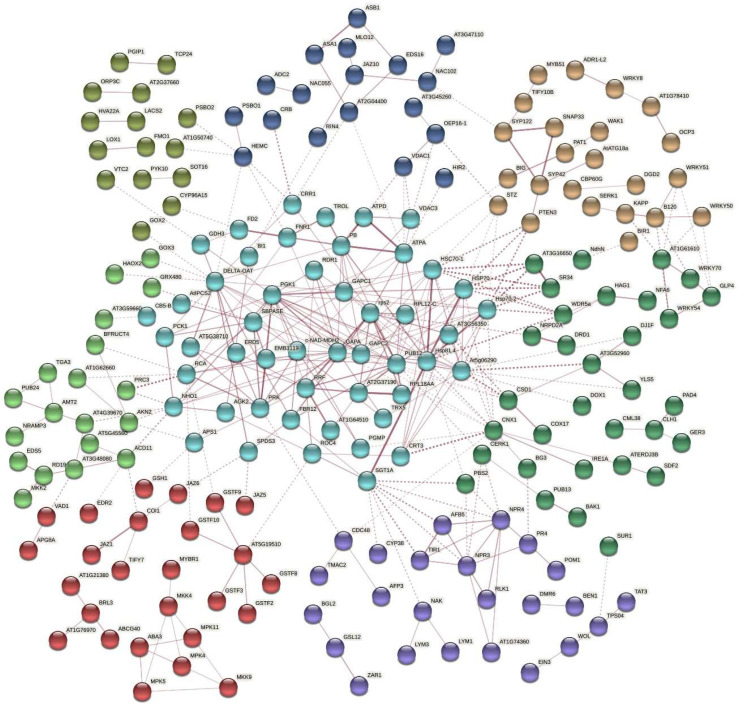
A network of protein–protein interactions based on Arabidopsis homologs of the DEGs. The image was produced on the STRING platform. The proteins are clustered and shown by their nodes in different colors. Thickness of edges indicates different confidence levels. Dotted lines are the edges between different clusters.

**Figure 6:**
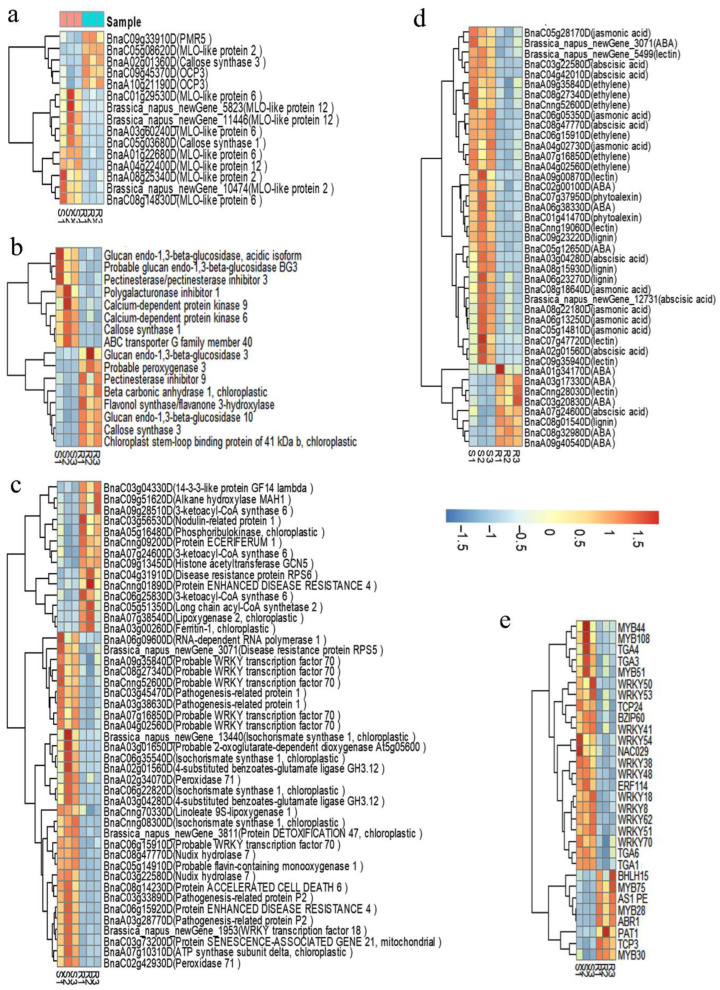
Heatmap of five subsets of the selected differentially expressed genes in the foliar transcriptomes of the S/R plants in the BC_1_F_3_ segregated population. These genes encode the proteins related to (**a**) PM S/R, (**b**) cell wall structure, (**c**) disease resistance, (**d**) transcription factors and (**e**) plant hormone signaling, respectively.

**Figure 7:**
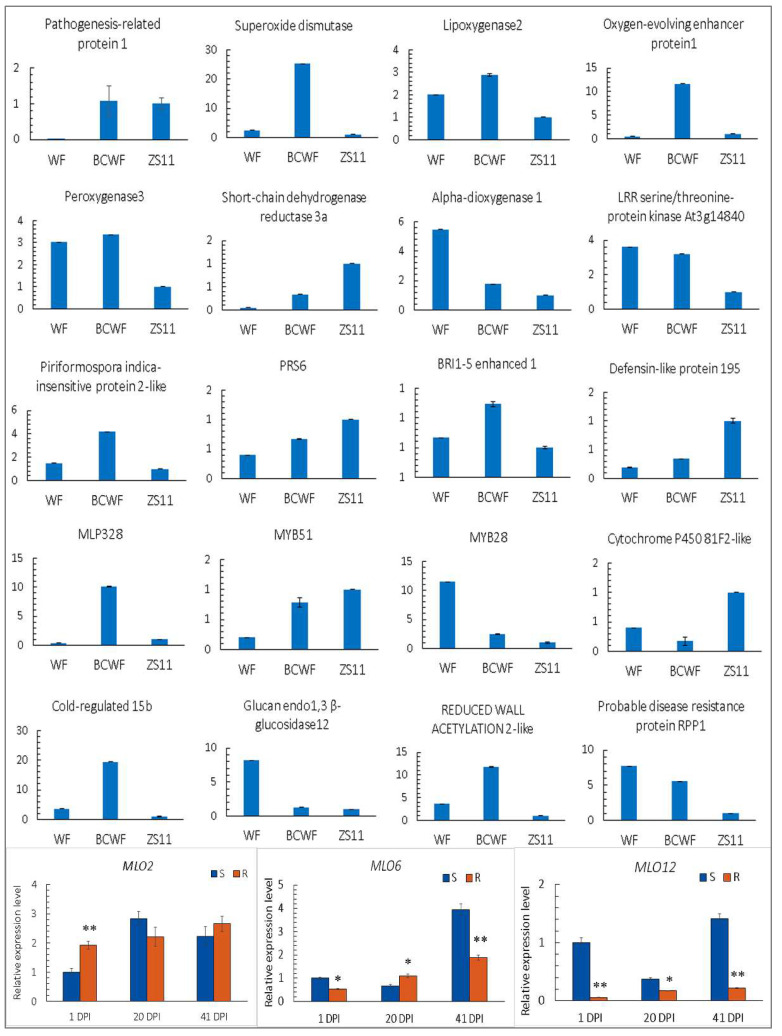
The expression levels of the 20 selected genes detected by qPCR in ‘WF’, ‘BCWF’ and ‘ZS11’ and *BnMLO2*, *BnMLO6* and *BnMLO12* in the S/R plants. Symbols above the bars indicate significant differences at *p* < 0.05 (*) and *p* < 0.01 (**).

**Table 1:** The primers designed for qPCR test of the selected genes.

Gene	Annotation	Primers Pair (5′→3′)
*ACTIN7*	Beta Actin 7	CATCCCTCAGCACCTTCC CCAACCTTAGCACTTCTCC
*CalS12*	Callose synthase 12	GTGGCATCAGTTCTTTGGCG AGCTTCAATCTATGAATGGCGTC
*MLO2*	Mildew Resistance Locus 2	AAGAAGCACAAGCAGGCTCT TGCAAGGGTGCATTGTTGAC
*MLO6*	Mildew Resistance Locus 6	CTTCTGGTTCGGTCGTCCAC TTAGACCGAATTCATACGTACTCC
*MLO12*	Mildew Resistance Locus 12	GAACCGGGCGATGATCTCTT GCCAGTTGAAATGCATTCGTG
*BnaC03g45470D*	PR1, pathogenesis-related protein 1	TCACAACCAAGCACGACAGG GTTCTCTCCATAAGGCCCACC
*BnaC08g42970D*	Superoxide dismutase [Cu-Zn]	CACCCATGAAGGAAACGGTG CGATTAGCATCCTCCGGTGC
*BnaA02g11430D*	Lox2, lipoxygenase 2, chloroplastic-like	CCGTCTGTGAACAAAGTGAGAG ACAATGAGTCCTCAGCCAGT
*BnaC07g46350D*	OEE1	TCACCGTCAAAGCAGAAGGT CTGTCACTGCAGCGTAATCT
*BnaA03g40190D*	MYB28-like	CAATGCCTTCCCTGTCTCGT CCAATCTGCTCAGAGAAGCCA
*BnaA05g10200D*	Probable peroxygenase 3	GTACGTAGCGACTTGGAGGAG GGGTAGACAATACCGTCGCC
*BnaA05g24690D*	Probable LRR-RLK At3g14840	GGTCCAATTCCTCCCGAATG TGAAATCAAGGCCAAGGAACT
*BnaA01g31910D*	MLP-like 328	ACATCTTCCCTGACGCCATC ACGTGACCCTCAAGTCCTCT
*BnaA07g27410D*	PII-2, Piriformospora indica-insensitive protein 2-like	ATGGAGAAAACAGAGAAAGCTGC AGATCACAAGTTACACCCTGGA
*BnaA03g56740D*	Cold-regulated 15b	ATTCTTCTTTCCCCAGCGGC CGCGTAATCCGAAGCTCTCT
*BnaC04g53100D*	BEN1, BRI1-5 ENHANCED 1-like	CCCAGTTTCAGCTACCTTCAGT ATTTTTAACCCCCAACATAAAGAGT
*BnaC06g11870D*	Probable disease resistance protein RPP1	CGCCAACAAGAGATTTCGAGG ACATATTTCGCCGTGGGAGA
*BnaCnng77750D*	Alpha-dioxygenase 1	TGTGACGCACTTTGAATGACT CACGAAAGCAAAGCAAATAGCA
*BnaA05g30820D*	REDUCED WALL ACETYLATION 2-like	CACACTTCACTGTTCGTGTAACT ACGAAGAACCAAAGCGCGATA
*BnaA03g11520D*	Glucan endo-1,3-beta-glucosidase 12	CCGTGTTCGCGGCCAT GACGTTAAGCGGCTCATTCG
*BnaC02g11750D*	Cytochrome P450 81F2-like	TATAGAATCAAACCCACCCACC CGATGGGAAACGGAGTTGGT
*BnaC03g72480D*	Short-chain dehydrogenase reductase 3a LOC106438316	TGTCGGGAAGCAGACTAGATG GGAAAGAGCAACGCTTAGACC
*BnaC04g52990D*	Defensin-like protein 195 (loc106394639)	GAGGGAATACGGTGGCGAT TAGTCGCATAAGCACCTGAC
*BnaA09g44500D*	Transcription factor MYB51	TACCTCCTACGTTAACCGTCAC AGAGAGATGATTGAAAGTTCCTCGT
*BnaC04g12970D*	Disease resistance protein RPS6-like	CGTATGGCTGGACAGGTTGA GAGGCACCGTTCAGCTAGAG

## Data Availability

All the data generated or analyzed during this study are included in this published article and its supplementary information files. The RNA-seq data supporting the results of this article are available at NCBI’s Gene Expression Omnibus under accession number GSE188377.

## Appendix A

**Dataset A1**. RPKM values and annotation of the differentially expressed genes involved in defense responses (The file was attached in the package containing the manuscript).

How the deposited data were processed for this re-analysis (not part of the article)

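Leaf RNA of R and S plants of the BC1F3 population was sequenced in 6 libraries, 3 per group, taken at 20 DPI according to the paper and 10 days after inoculation according to the sample labels. The authors aligned the reads with HISAT2 to the 'Darmor-bzh' genome (v5) and tested the groups with DESeq2. The values deposited are, for each library, whole read counts per locus without normalization and FPKM values per locus, which the authors scaled by gene length and mapped reads. The counting tool, its use of strand and its treatment of reads that fit several places are not given in the sources used here. Loci named newGene were added by the authors to the annotation.

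Each library lists the same 10454 loci, with 248, 284 and 140 of them at 0 counts in R replicates 1 to 3 and 69, 187 and 123 in S replicates 1 to 3. The counts on these loci per library had a median of 6910562 in the R group and 9508547 in the S group. Because the loci were selected for a difference between the groups, these totals are not depth. Relative whole-library depth was computed from count divided by FPKM. All pairs of replicates differed by more than the sampling noise, with a chi-square per degree of freedom of at least 39.58, so no library is a copy of another.

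The counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr (which removed 0 loci), a robust quasi-likelihood fit and Benjamini-Hochberg adjustment over the listed loci. A call needed an absolute log2 fold change of at least 1 and an adjusted p below 0.01, as in the study's methods. The replicate number was not used as a block. Standard errors were taken as the log2 fold change divided by the square root of the F statistic. The common dispersion was 0.145, a biological coefficient of variation of 0.381. The procedure was tested on simulated counts for the 10454 loci, in which 200 loci were changed: edgeR recovered 80.5% of them with 0 false calls, and DESeq2 1.42.0 recovered 83.5% with 4 false calls. Most simulated loci were unchanged, as TMM takes them to be, whereas the listed loci had been selected for a difference. The simulation therefore checks how the procedure works in that setting and does not give its error rates on these data. Limits for a group without counts assume 3 counts over that group, and counting intervals are exact Clopper-Pearson intervals at 95%; both cover counting error only.

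The share of calls higher in R plants was compared between chromosomes, subgenomes and new and annotated loci with two-sided Fisher's exact tests in scipy 1.17.1, with loci as units, which are not independent replicates. Loci at 0 in every library of one group and with at least 10 counts in each library of the other were counted without a test. Neighbouring loci were compared with 999 or 9999 permutations. Genes named in the text are those that the study gives by identifier in Table 1 and section 2.4, all of Fig. 6a, those of Fig. 6c that section 2.4 also names, and the 2 largest rises and the 2 largest falls among calls whose groups do not overlap; values in the heatmap had been seen when this was set. Names are the paper's own. ACD6 was added later. A gene that falls under this rule is not reported here.

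The alternatives were each library left out in turn, the replicate number as a block, no filter, DESeq2, library size in place of TMM, no minimum fold change and a minimum fold change inside the test. Scaling by whole-library depth, in edgeR and in DESeq2, was added after seeing the data, as was the minimum fold change inside the test for results other than the count of calls. Alternatives that apply to normalized values only (another pseudocount, another limma variance model) did not apply, since counts were given. The lists of defense genes, the functional terms and the qPCR measurements were not analysed here, and genes that the paper gives only by name were not matched to loci.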

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

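Of the tests here, the one on neighbouring loci was set before its result was seen; those on low counts, on new loci, on other splits of the libraries and on neighbours among unplaced and new loci were chosen afterwards.

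Presence and absence of whole loci is a signal that the paper's text does not analyse. In 103 loci every library of one group had 0 counts while every library of the other had at least 10. Of these, 33 were seen in the R plants and 70 in the S plants. The paper gives 3 of them by identifier in its text, Table 1 or Fig. 6a, 6c and 6d. The other 100, 32 seen in the R plants and 68 in the S plants, are not among these identifiers, while its dataset of defense genes, which may hold some of them, was not analysed here; the counts stand above the limit of 3 counts that an empty group allows. BnaA09g19740D, one of these, had 15037, 6904 and 7327 counts in the S libraries and 0 in each R library, the largest fitted fall among the calls whose groups do not overlap.

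The median over the 103 loci of the mean count in the group that has them was 102.3. The minimum of 10 counts did not shape this set, since a minimum of 1 gave the same 33 and 70 loci. In the group that has them, no library had fewer than 36 counts (BnaAnng12750D, S replicate 2), against a limit of 3 over the empty group. These values argue against low counts as the source of the zeros in these 103 loci. Because the listed loci had been selected for a difference, loci with fewer counts cannot be judged. Of the 10 splits of the 6 libraries only 1, the real one, gave as many such loci, but with so few splits chance cannot be excluded, and the listed loci had been selected for this comparison. The counts depend on single libraries. Without S replicate 1, 69 loci were seen in the R plants alone, and without R replicate 3, 140 were seen in the S plants alone.

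One hypothesis is that some loci are missing from the R or S plants, or differ from the reference, because segments of the parents B. carinata and B. napus segregate in this population. Loci on missing or replaced chromosome segments may then lie side by side. Among the 73 such loci with a named chromosome, only 1 neighbouring pair of the same direction lay within 20 identifiers, against 0.66 for permuted loci (permutation test, one-sided, p = 0.487), so no grouping was detectable among these. Among all 103 loci, those without a chromosome included, 3 such pairs lay within 20 identifiers against 1.1 for permuted loci (permutation test, one-sided, p = 0.0981). The added pairs, BnaCnng18310D with BnaCnng18320D and Brassica_napus_newGene_2119 with Brassica_napus_newGene_2120, are immediate neighbours by identifier and were seen in the S plants alone. Permuted loci gave 0.07 pairs of immediate neighbours (permutation test, one-sided, p = 0.0023), a distance chosen because these pairs had been seen. Whether identifiers of unplaced and new loci follow their order in the genome was not tested. Missing segments therefore stay open, as do single missing genes and neighbouring copies of a gene. A second hypothesis concerns loci outside the reference annotation. Loci named newGene made up 16.5% of these loci and 4.5% of the other listed loci (Fisher's exact test, two-sided, p = 3.77e-06). Among loci with a mean count from 76.2 to 194.8 in the higher group the shares were 17.6% and 6.1% (Fisher's exact test, p = 0.00382), so the excess is not only one of level. This is consistent with sequence that the annotation lacks contributing to part of the pattern, but 86 of the 103 loci carry annotated names. Induction by the infection, which differs between R and S plants by design, and reads shared between A and C genome copies that move to one copy in one group were not tested and stay open.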

How the results depend on the processing

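The alternatives were fixed before the data were examined, apart from scaling by whole-library depth, and the minimum fold change inside the test where it is given for other results than the number of calls, which were chosen after seeing the data. The filter removed 0 loci, so running without it tests nothing.

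The number of calls, 8336, was 7670 with library size in place of TMM, 8194 with DESeq2, 8384 with no minimum fold change and 3608 with the minimum inside the test. With each library left out in turn it lay between 4000 (without S replicate 3) and 7955 (without R replicate 2), with 1916 to 4625 calls higher and 2084 to 3389 lower in the R plants; without R replicate 1 there were 5003, 2854 of them higher and 2149 lower. Fewer libraries leave fewer degrees of freedom, and why these 2 libraries weighed most was not tested. Directions are no measure of stability here, since no listed locus lies near 0 and the scalings move all loci by less than the smallest change. Whole-library depth gave 9151 calls with edgeR, 7965 of them among the 8336, and 10162 with DESeq2, 8327 of them among the 8336. The median log2 fold change moved by -0.25 with either, by 0.22 with library size alone and by 0.26 with DESeq2. The share of calls higher in R plants was 57.3%, 48.1% with whole-library depth, 63.4% with library size alone and 59.4% with DESeq2. DESeq2 gave no adjusted p for 8 loci.

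With the replicate number as a block, 8562 loci were called, 4720 higher and 3842 lower. Deviations of same-numbered libraries from their group means correlated at 0.48, 0.23 and -0.03 across loci for replicates 1 to 3, and R replicate 2 correlated at 0.21 with S replicate 3, so the numbers were not taken to pair the libraries. The block turned 3 named loci into calls (BnaA08g25340D, BnaC08g27340D and BnaA07g16850D) and changed no other named one.

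Of the 20 loci of Table 1, 16 (without S replicate 3) to 19 were called with a library left out, 19 with no filter, the block, DESeq2, library size alone or no minimum fold change, 17 with the minimum inside the test, 19 with whole-library depth and 20 with DESeq2 and whole-library depth. Loci at 0 in all S libraries and seen in all R libraries numbered 33 to 69 with a library left out (69 without S replicate 1), and the reverse 70 to 140 (140 without R replicate 3); a minimum of 1 count in place of 10 gave 33 and 70.

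Among 19 chromosomes, 1 (A06) had an unlike share of calls higher in R plants, against 0 without R replicate 3, 0 with the minimum fold change inside the test and 2 without S replicate 1, when A05 joined it (65.8% higher in R plants, adjusted p 0.0452). The gap of A06 to the other chromosomes, -14.3 percentage points, ranged from -19.8 to -9.1 with a library left out; the latter, without R replicate 3, had an adjusted p of 0.0613 (Fisher's exact test), the highest over the alternatives, and the lowest was 2.17e-12 without R replicate 2. With the minimum inside the test it was -12.5 points on 152 A06 calls (adjusted p 0.0515), with fewer calls tested. The gap between A and C genome loci, -1.8 points, ranged from -2.5 to -0.9, and only without R replicate 2 (-2.5) was its p below 0.05 (0.0258). Loci named newGene had 7.5 points more calls higher in R plants than annotated ones, 3.4 to 8.3 with a library left out and 9.2 with whole-library depth in edgeR or DESeq2; the p passed 0.05 without R replicate 3 (3.4 points, 0.234), without S replicate 3 (5.2 points, 0.158) and with the minimum inside the test (4.0 points, 0.303). The cause of these changes was not tested.

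Of 69 named loci with values, 62 were called, and with the minimum inside the test 40 were. Leaving that test aside, the call changed under an alternative set at the start in 24 (27 with it): 20 lost it without S replicate 3, 17 without R replicate 1, 10 without S replicate 2, 4 each without R replicate 3 or S replicate 1 and 3 without R replicate 2, while 4 lost it with library size alone and 1 with DESeq2. Loci with few counts limit what depth can show: the calls at 0 in one group are known only against 3 counts over that group.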

Differences from the paper's values

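The paper reports 10587 DEGs, and here 8336 of the 10454 listed loci were called. The listed loci had been selected for a difference, so the count here could not exceed 10454. It is no independent check of the paper's number. DESeq2 with whole-library depth, chosen after seeing the values, called 10162 and left 292 of the listed loci uncalled.

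In the paper, RPP1 is among the genes most activated in the S plants. The one RPP1 locus it gives by identifier, BnaC06g11870D in Table 1, was higher in the R plants, by 4.53 on the log2 scale. All of its 8 counts in the S plants came from S replicate 1, and the value was 8.86 without that library and 3.94 without S replicate 2. PR-1, GH3.12, RPS6-like and DETOXIFICATION 47, named by the paper in the same group (the last as EDS5), were lower in the R plants here too. The paper lists DOX1 among the genes activated in the S plants in its results and among those highly expressed in the R plants in its discussion; the locus in Table 1, BnaCnng77750D, was higher in the R plants, by 3.80. EDR4 is listed as activated in the S plants. Of the 2 loci in Fig. 6c, BnaC06g15920D was lower in the R plants (-2.30) and BnaCnng01890D higher (1.91).

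Not called here, among loci that the paper treats as DEGs, were superoxide dismutase (BnaC08g42970D), MLO2 (BnaA08g25340D), LOX1 (BnaCnng70330D) and the WRKY70 loci BnaA09g35840D, BnaC08g27340D and BnaA07g16850D. These had log2 fold changes below 0, from -1.33 to -0.77. Of the alternatives set before the data were examined, the replicate number as a block called BnaA08g25340D, BnaC08g27340D and BnaA07g16850D, and leaving out S replicate 2 called BnaA07g16850D. Whole-library depth in edgeR, chosen after seeing the values, called BnaA08g25340D and BnaA07g16850D and lost 2 KCS6 loci, BnaA07g24600D and BnaC06g25830D. DESeq2 with whole-library depth, chosen after seeing the values, called each of these and dropped 0 of the 69 named loci.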

Other observations

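Of the tests here, those on gene length, on copies of gene families and on other splits of the libraries were set before their results were seen; those on scaling, the minimum fold change inside the test, segments and dose of A06, on long segments of one parent, on S replicate 1 and on the edges of the list were chosen afterwards.

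Chromosome A06 stood apart from the other 18 named chromosomes. Of its 348 calls, 43.1% were higher in the R plants, against 57.4% of the calls elsewhere (Fisher's exact test, two-sided, adjusted p = 4.06e-06 over 19 chromosomes) and 52.1% to 62.1% on each of the others. Without R replicate 3 the gap was -9.1 percentage points and the adjusted p 0.0613, so the result rests in part on that library; with the minimum fold change inside the test it was -12.5 points and 0.0515, and over the other alternatives the adjusted p was between 2.17e-12 and 0.0213. Gene length was argued against as the cause: in 3 classes of relative length, taken from count divided by FPKM, the gap was -17.3, -12.1 and -13.9 points (Fisher's exact test, p = 0.000323, 0.00777 and 0.00623). Scaling of the libraries also left it in place, at -13.4 points with whole-library depth. Loss of a few segments does not account for it: in all 10 parts along the identifiers the share lay below that of the other chromosomes, and without the 3 lowest parts it was still 45.2% (Fisher's exact test, p = 0.000118). Loss of 1 copy of A06 in all R plants would have brought many of its expressed genes to the fold threshold, but 11.64% of A06 identifiers are listed, within the 8.25% to 12.02% of the others. A smaller difference in dose, in some of the plants only, may remain as a hypothesis, since a shift of all A06 genes would act along the whole chromosome; genes outside the listed loci, which could decide it, were not analysed here. Reads shared with C genome copies and regulation of A06 genes by the infection also stay open.

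The share of calls higher in the R plants was 56.0% in A genome loci and 57.8% in C genome loci (Fisher's exact test, two-sided, p = 0.117), so a difference between the subgenomes, of which B. carinata carries the C and not the A, was not detectable in this selection of loci, although without R replicate 2 the p was 0.0258. In loci named newGene it was 64.4% against 56.9% in annotated loci (Fisher's exact test, p = 0.00288, but 0.234 without R replicate 3, 0.158 without S replicate 3 and 0.303 with the minimum fold change inside the test). The reads were aligned to a B. napus genome, so the split into A and C loci cannot show sequence that B. carinata alone carries.

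Neighbouring called loci tended to change in the same direction. In pairs of immediate neighbours by identifier the direction was the same in 69.8%, against 51.1% when directions were permuted within chromosomes (810 pairs, excess of 18.6 points, permutation test, one-sided, p = 0.001, the smallest that the permutations can give). The excess was 8.6 points in pairs 2 to 5 identifiers apart, 1.3 from 6 to 20 (permutation p = 0.016), 1.3 from 21 to 100 (permutation p = 0.001) and 0.2 beyond 100 up to 300 (permutation p = 0.051). The fall over the first distances is consistent with copies of gene families next to each other; whether such copies reach the excess from 21 to 100 was not tested. For close pairs, reads shared between such copies or regulation common to unrelated neighbours would give the same. Segments of one parent may underlie the excess from 21 to 100, and longer ones were not detectable at 0.2 points; both stay open.

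The 3 S libraries were spread along the difference between the groups. Across loci, the deviation of S replicate 1 from its group mean correlated at 0.64 with the difference between R and S plants, that of S replicate 2 at -0.60 and that of S replicate 3 at -0.08; in R replicates 1 to 3 the values were 0.39, -0.07 and -0.28. Loci are not independent replicates. One candidate explanation is that the plants of S replicate 1 were less strongly infected as a whole. The SA-related loci moved apart: in the 6 ICS1 and GH3.12 loci S replicate 1 lay below the mean of the other S libraries by a median log2 ratio of -1.42, whereas in the 8 PR-1 and WRKY70 loci the median was 0.32, and 7 of the 8 lay above 0. A uniformly weaker infection would lower both, but a single library cannot separate this from another stage of infection, and no batch is given in the labels. The deviations of R replicate 1 and S replicate 1 correlated at 0.48, the highest of any R with any S library. Whether libraries of the same number share an origin is not given in the sources used here.

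The edges of the list are unequal around 0. With whole-library depth in DESeq2 the smallest fall was -0.926 and the smallest rise 1.087, 2.013 apart, with a midpoint of 0.08. With TMM they were 1.99 apart and with DESeq2's own factors 1.979, with midpoints of 0.323 and 0.59; in ratios of mean FPKM they were 1.905 apart because of 1 locus at -0.83. A distance near 2 is what a minimum of 1 on each side leaves, so the edges are consistent with the authors having selected at the stated threshold under a scaling that differed slightly from whole-library depth. Scaling factors derived from the listed loci alone lie farther from it. Splitting the 6 libraries in the other 9 ways gave 0 calls each with edgeR and 0 to 127 loci at an unadjusted p under 0.05, against 8336 calls for the real one, 1 of 10 splits; chance cannot be excluded with so few splits, and the loci had been selected for the real one.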
